# Xylan degradation by the human gut *Bacteroides xylanisolvens* XB1A^T^ involves two distinct gene clusters that are linked at the transcriptional level

**DOI:** 10.1186/s12864-016-2680-8

**Published:** 2016-05-04

**Authors:** Jordane Despres, Evelyne Forano, Pascale Lepercq, Sophie Comtet-Marre, Gregory Jubelin, Christophe Chambon, Carl J. Yeoman, Margaret E. Berg Miller, Christopher J. Fields, Eric Martens, Nicolas Terrapon, Bernard Henrissat, Bryan A. White, Pascale Mosoni

**Keywords:** Xylan degradation, Human gut, *Bacteroides*, Polysaccharide-Utilization Locus, CAZymes, RNA-seq, Proteomics, Mutagenesis

## Abstract

**Background:**

Plant cell wall (PCW) polysaccharides and especially xylans constitute an important part of human diet. Xylans are not degraded by human digestive enzymes in the upper digestive tract and therefore reach the colon where they are subjected to extensive degradation by some members of the symbiotic microbiota. Xylanolytic bacteria are the first degraders of these complex polysaccharides and they release breakdown products that can have beneficial effects on human health. In order to understand better how these bacteria metabolize xylans in the colon, this study was undertaken to investigate xylan breakdown by the prominent human gut symbiont *Bacteroides xylanisolvens* XB1A^T^.

**Results:**

Transcriptomic analyses of *B. xylanisolvens* XB1A^T^ grown on insoluble oat-spelt xylan (OSX) at mid- and late-log phases highlighted genes in a polysaccharide utilization locus (PUL), hereafter called PUL 43, and genes in a fragmentary remnant of another PUL, hereafter referred to as rPUL 70, which were highly overexpressed on OSX relative to glucose. Proteomic analyses supported the up-regulation of several genes belonging to PUL 43 and showed the important over-production of a CBM4-containing GH10 endo-xylanase. We also show that PUL 43 is organized in two operons and that the knockout of the PUL 43 sensor/regulator HTCS gene blocked the growth of the mutant on insoluble OSX and soluble wheat arabinoxylan (WAX). The mutation not only repressed gene expression in the PUL 43 operons but also repressed gene expression in rPUL 70.

**Conclusion:**

This study shows that xylan degradation by *B. xylanisolvens* XB1A^T^ is orchestrated by one PUL and one PUL remnant that are linked at the transcriptional level. Coupled to studies on other xylanolytic *Bacteroides* species, our data emphasize the importance of one peculiar CBM4-containing GH10 endo-xylanase in xylan breakdown and that this modular enzyme may be used as a functional marker of xylan degradation in the human gut. Our results also suggest that *B. xylanisolvens* XB1A^T^ has specialized in the degradation of xylans of low complexity. This functional feature may provide a niche to all xylanolytic bacteria harboring similar PULs. Further functional and ecological studies on fibrolytic *Bacteroides* species are needed to better understand their role in dietary fiber degradation and their impact on intestinal health.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2680-8) contains supplementary material, which is available to authorized users.

## Background

Plant cell wall (PCW) polysaccharides *i.e. *cellulose, hemicelluloses and pectins present in cereals, fruits and vegetables are an important part of the dietary fibers consumed by humans. These polysaccharides are not digested in the upper digestive tract and reach the colon where they are degraded and fermented by the symbiotic intestinal microbiota. It is estimated that the amount of PCW polysaccharides that reach the colon every day is between 10 and 25 g [1], hemicelluloses representing up to 30 % of plant dry weight [2, 3].

Two hemicellulosic polysaccharides that are widely consumed by humans consist primarily of glucuronoarabinoxylans (found in grasses and cereals) and arabinoxylans (mainly found in cereal grains), and both belong to the xylan family of plant polysaccharides [2]. Structurally, xylans consist mostly of linear backbone of β-1,4-D-xylopyranoside units which are commonly decorated with variable numbers 4-O-methyl-glucuronyl, acetyl, feruloyl, and arabinofuranosyl substituents. Depolymerization of xylans therefore requires the complementary action of enzymes acting on the Xyl backbone *i.e.* endo-β-1,4-xylanase, β-xylosidase, and of enzymes debranching the substituents *i.e.* α-L-arabinofuranosidase, α-glucuronidase, acetyl- and feruloyl-xylan esterases [2, 4]. In general, the enzymatic degradation of xylans leads to mixtures of oligosaccharides of different degree of polymerization and of various linkage compositions [5].

Xylans and some of their breakdown products *i.e*. xylo-oligosaccharides (XOS) and arabinoxylan-oligosaccharides (AXOS) have been shown to have a prebiotic effect and to provide health benefits, particularly in the management of obesity and related disorders [6, 7]. These health benefits are strongly correlated with changes in the composition of the gut microbiota: increase in *Bifidobacteria/Lactobacilli* as well as in *Bacteroides/Prevotella* and *Roseburia* groups. Members of the *Bacteroides, Prevotella* and *Roseburia* genera from the human colon (or from the rumen) have been described for their xylanolytic activity [8–13]. These species can produce XOS or AXOS of low degree of polymerization that can be utilized by glycolytic bacteria like *Bifidobacteria* [6, 13, 14]. Hence the primary degraders of xylans play an important role in generating prebiotics in situ from PCW polysaccharides. That is why it is essential to fully understand the xylanolytic enzyme systems of human gut bacteria, in order to identify which bacterial species play a key role in generating oligosaccharides from PCW polysaccharides that are beneficial to the host.

In a recent article, Rogowski et al. [13] highlighted the complexity of the xylanolytic enzyme system of *Bacteroides ovatus* ATCC 8483^T^*.* Here we present a combination of transcriptomics, proteomics and mutagenesis approaches to understand the xylanolytic function of another prevalent human gut symbiont, *Bacteroides xylanisolvens* XB1A^T^ [15], for which we previously showed that it displays a high xylan-degrading activity [9, 10, 16]. Indeed, the genome of this species harbors 256 genes encoding degradative carbohydrate-active enzymes (CAZymes, http://www.cazy.org/) including glycoside hydrolases (GH) and carbohydrate esterases (CE) potentially active on xylans (GH10, GH51, GH67, GH115, CE1, CE6). In addition, most of these genes were found to be clustered in genome loci called polysaccharide utilization loci (PUL). PUL function has been extensively dissected in *Bacteroides thetaiotaomicron* VPI-5482 (see reviews [17, 18]) but needs to be better decrypted in other species of the *Bacteroides/Prevotella* genus involved in PCW degradation like *B. xylanisolvens. B. xylanisolvens* XB1A^T^ genome was predicted to contain 74 PULs by Terrapon et al. [19], and the PUL numbering used hereafter is that given in the PULDB database: http://www.cazy.org/PULDB/.

## Results

### Transcriptomic and proteomic analyses of *B. xylanisolvens* XB1A^T^ grown on insoluble oat-spelt xylan (OSX)

#### Transcriptomic analysis

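RNA from cultures of *B. xylanisolvens* XB1A T was sequenced in 24 libraries, 3 for each of 8 combinations of carbon source and growth phase. The cultures grew on glucose, oat-spelt xylan (OSX) or citrus pectin to mid-log and late-log phase, and on xylose or apple pectin to late-log phase. The authors aligned the reads to the genome, kept the first read of each pair and deposited the number of reads counted at each locus, without normalization. The count table holds 4921 loci, of which 926 had 0 counts in every library. Its locus identifiers begin with CW3 and those of the paper's genes with BXY, and the files do not pair them, so the loci of PUL 43, PUL 70 and the other PULs were not analysed here by name. At mid-log phase, the total count per library was between 4648662 and 5235380 on glucose (median 4742600), between 2557766 and 4144054 on OSX (median 3576521) and between 3825634 and 4858496 on citrus pectin (median 4010969). At late-log phase, it was between 2025349 and 2842593 on glucose (median 2788807), between 2865657 and 3392024 on xylose (median 2869043) and between 728804 and 970267 on OSX (median 965300). The late-log pectin libraries held between 2177383 and 4609683 counts on citrus pectin (median 3046866) and between 1559875 and 4549237 on apple pectin (median 3121637). The paper's Table S1 gives mapped reads for 15 of these libraries, from 697115 for mRNA3 to 5992997 for mRNA23; all values here use the total counts. Counts were fitted with edgeR over the 20 libraries that the paper kept, with one mean per carbon source and growth phase. Loci with more than 1 CPM (counts scaled to library size) in 3 or more libraries were tested, which left 3670 loci, and libraries were scaled by the trimmed mean of M-values (TMM). Groups were compared by edgeR's quasi-likelihood test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05.

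**Figure D1:**
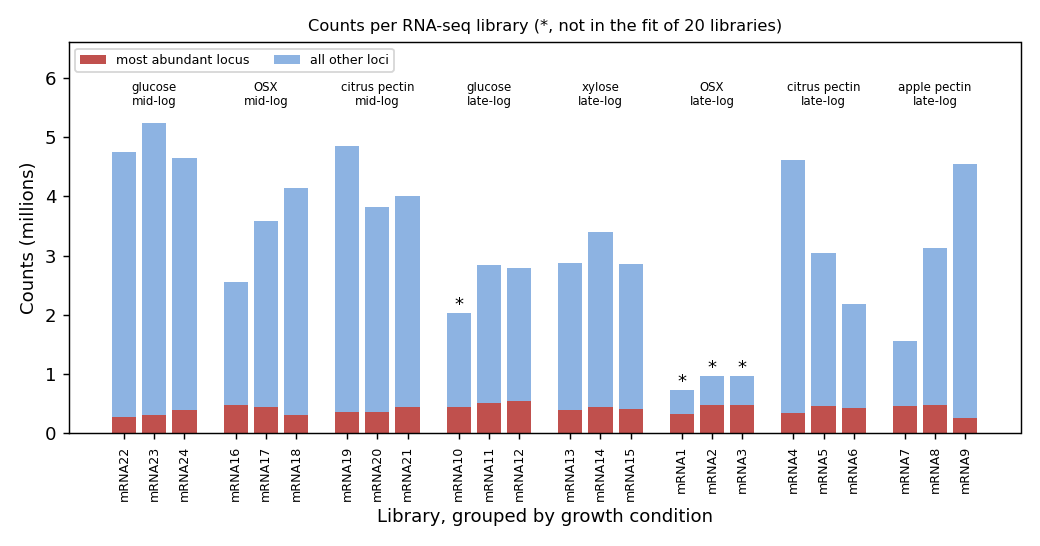
Total counts of each of the 24 libraries, grouped by carbon source and growth phase, with the part on the most abundant locus in red. The OSX late-log libraries have the lowest totals, from 728804 to 970267, and asterisks mark the 4 libraries that the paper removed.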

RNA-seq data (Illumina Hiseq 2000) were obtained from *B. xylanisolvens* XB1A^T^ grown on insoluble oat-spelt xylan (OSX) at mid- and late-log phase relative to glucose and/or xylose (Table 1) (Additional file 1: Figure S1).

**Table 1:** Analyses performed from *B. xylanisolvens* XB1A^T^ cultures according to substrate and growth phase^a^

	Mid-log phase		Late-log phase		
Glucose	RNA-seq	RT-qPCR	RNA-seq	nd	nd
Xylose	nd	nd	RNA-seq	RT-qPCR	Proteomics
Oat-spelt xylan	RNA-seq	RT-qPCR	RNA-seq^b^	RT-qPCR	Proteomics

^a^Not done

^b^Data that were discarded (see Additional file 1: Table S1)

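At mid-log phase, 707 of the 3670 loci tested were called between OSX and glucose, 446 of them higher on OSX and 261 lower. Leaving the apple pectin library mRNA7 out of the fit, an alternative chosen after the data were seen, moved this number most, to 1627. Without OSX replicates 1 and 3 it was 365 and 324, and without glucose replicates 1, 2 and 3 it was 339, 367 and 448. On OSX, 21 loci rose by a log2 fold change above 5, with a median of 7.23 and a highest value of 8.53. The OSX and glucose libraries did not overlap at any of these 21 loci, which were selected by their fold change. Among all 3670 tested loci they did not overlap, in either direction, at 49.8%, where chance gives 10% with 3 libraries against 3. The locus CW3_1804 rose most, from 8.05 ± 10.6 CPM (SD, n = 3) on glucose to 3006 ± 794 CPM (SD, n = 3) on OSX. Its log2 fold change was 8.53 (standard error 0.88, adjusted p = 9.88e-06 from edgeR's quasi-likelihood test). The locus CW3_1803 rose from 16.6 ± 20.2 CPM (SD, n = 3) to 4706 ± 1048 CPM (SD, n = 3), a log2 fold change of 8.14 (standard error 0.78, adjusted p = 4.12e-06 from the same test). Glucose replicate 3 held most of the glucose counts at both loci, with 105 at CW3_1804 and 207 at CW3_1803. Without that library their log2 fold changes were 10.57 and 9.87. CW3_0380 showed the largest fall, from 417.5 ± 212 CPM (SD, n = 3) on glucose to 24.4 ± 18.3 CPM (SD, n = 3) on OSX, a log2 fold change of -4.10 (standard error 0.67, adjusted p = 0.000824 from the same test). CW3_3651 had 36.2 ± 4.27 CPM (SD, n = 3) on glucose and 2.69 ± 0.828 CPM (SD, n = 3) on OSX, a log2 fold change of -3.76 (standard error 0.42, adjusted p = 2.4e-05 from the same test).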

Transcriptional analysis of *B. xylanisolvens* XB1A^T^ grown on OSX at mid-log phase revealed the strong expression (Log2 Fold-Change > 5 compared to growth on glucose – Fig. 1) of several genes localized within two PULs, *i.e*. PUL 43 (BXY_29170 to BXY_29370) and PUL 70 (BXY_46530 to BXY_46630). Besides these two PULs, 302 genes were also up-regulated (2 ≤ Log2FC < 5) on OSX relative to glucose and approximately half of these genes belonged to predicted PULs or to gene clusters putatively involved in carbohydrate and energy metabolism. 

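A log2 fold change of at least 2 and under 5 between OSX and glucose was found at 167 called loci, with a median of 2.96. The loci of PUL 43 and PUL 70 could not be set apart, so any of theirs within these limits are among the 167. The CW3 loci counted here may also not be the same set of genes as the paper's BXY genes. With no limit on p, 266 loci fell within the same log2 fold changes. The number of called loci was 100 without OSX replicate 1, 108 without glucose replicate 1 and 103 without glucose replicate 2.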

Interestingly, within these moderately induced PULs, 15 PULs (*i.e*. PUL 5, PUL 10, PUL 14, PUL 22, PUL 29, PUL 34, PUL 37, PUL 39, PUL 42, PUL 46, PUL 58, PUL 65, PUL 71, PUL 73, PUL 74) were also induced on citrus pectin [20], whereas PUL 43 and PUL 70 were specifically induced on OSX (Additional file 1: Figure S2).

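On citrus pectin at mid-log phase, 665 loci were called against the same glucose libraries, 434 higher and 231 lower. Without glucose replicates 1 and 3, this number was 433 and 418. A rise of at least 2 on the log2 scale was called at 188 loci on OSX and at 234 loci on citrus pectin, and 75 loci were in both sets. Across the tested loci, which are not independent replicates, the log2 fold changes on both substrates had a Pearson r of 0.601 and a Spearman rho of 0.749. The same glucose libraries enter both comparisons. When unchanged OSX and citrus pectin libraries were drawn 50 times against the real glucose libraries, the largest r was 0.104 and no locus was raised in both. The draws were centred on the mean of these same glucose libraries, so they leave out the error that both comparisons share through glucose. How much of the observed r comes from that error was therefore not measured. Compared directly, OSX and citrus pectin differed at 295 loci, of which 112 were higher on OSX and 183 lower. The majority reversed with upper quartile factors, to 189 higher and 162 lower. This number was 175 without OSX replicate 3, and 195 without citrus pectin replicate 2 as well as without replicate 3. Of the 21 loci above a log2 fold change of 5 on OSX, 16 were called higher on OSX than on citrus pectin, 2 were called lower, and 5 were also called as raised on citrus pectin against glucose. Of the 167 moderately raised loci, 70 were raised by at least 2 on citrus pectin, and 136 were not called between OSX and citrus pectin.

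**Figure D2:**
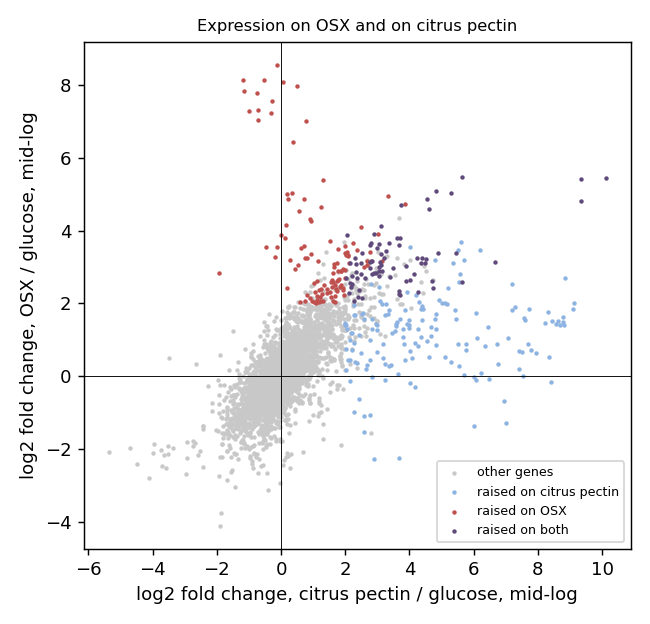
Log2 fold change of each tested locus against glucose at mid-log phase, on citrus pectin (x axis) and on OSX (y axis), one point per locus. Loci called as raised by at least 2 are coloured, with the 75 raised on both substrates in purple.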

**Fig. 1:**
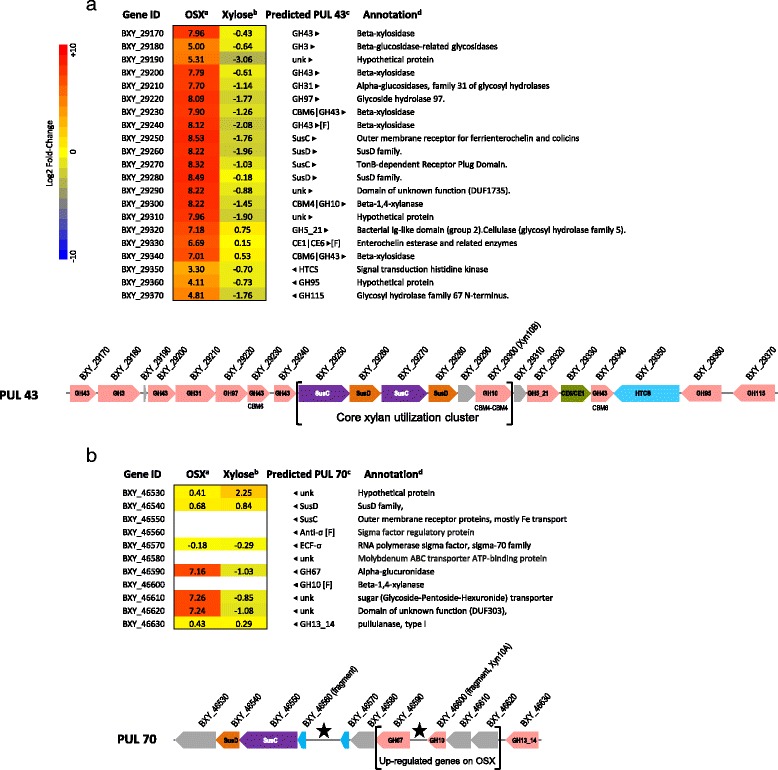
Polysaccharide Utilization Loci up- or down-regulated on insoluble oat-spelt xylan (OSX) or xylose, compared with glucose. Heatmap and gene organization of PUL 43 (**a**) and PUL 70 (**b**). ^a^Heatmap based on Log2 Fold-Change of gene expression on OSX relative to glucose with *B. xylanisolvens* XB1A^T^ harvested at mid-log phase. ^b^Heatmap based on Log2 Fold-Change of gene expression on xylose relative to glucose with *B. xylanisolvens* XB1A^T^ harvested at late-Log phase. ^c^PUL predicted in *Bacteroides xylanisolvens* XB1A^T^ (http://www.cazy.org/PULDB/) and presented below the heatmap. The color code used for carbohydrate-active enzymes highlights the nature of the main functional module: glycoside hydrolase (*light pink*) or carbohydrate esterase (*light brown*). PUL marker genes, *susC*- and *susD*-like genes, are represented by purple and orange boxes, respectively, whilst the regulator genes appear in cyan. Other genes predicted as members of the PULs are shown in grey. Genomic regions containing N stretches and/or unassigned genes are marked with a star. ^d^Automatic annotation of *Bacteroides xylanisolvens* XB1A^T^ genome available at http://www.ncbi.nlm.nih.gov/genome/?term=xylanisolvens. No Log2 Fold-change values were obtained (*white boxes*) for ORFs or fragments of ORFs [F] not detected by automatic annotation because of sequence gaps (N stretches) in the genomic region of interest; these ORFs were manually annotated in this study

PUL 43 is a cluster of 21 genes, including 13 genes with annotations consistent with xylan degradation, *i.e.* 12 glycoside hydrolases of families GH3, GH5, GH10, GH43, GH95 and GH115 and a bimodular carbohydrate esterase of families CE1 and CE6, in addition to two tandemly arranged *susC/D*-like genes encoding extracellular membrane proteins potentially involved in the sequestration/internalization of xylan or resulting oligosaccharides into the cell, one gene encoding a hybrid two component system (HTCS) and two genes of unknown function (Fig. 1a).

PUL 70 is predicted in a genomic locus containing sequence gaps (poly-N stretches) and therefore was not fully annotated; however partial gene sequences allowed us to improve manually the annotation of this PUL (Fig. 1b). PUL 70 contains 11 genes encoding four GH proteins of families GH2, GH10, GH13 and GH67, SusC/D-like proteins, two putative sugar transporters, two regulatory proteins (anti-σ factor/ECF-σ) and one unknown protein.

When comparing the RNA-seq heatmaps of the two PULs, one can notice that all the genes of PUL 43 were up-regulated upon growth on OSX, whereas only the expression of three genes of PUL 70 were highly induced namely genes encoding two glycoside hydrolases (GH2, GH67) and one sugar transporter (Fig. 1b). In order to confirm these RNA-seq data and to get information on the expression of important genes in PUL 70 (BXY_46650, BXY_46580, and BXY_46600), relative RT-qPCR was performed on a subset of PUL 43 and PUL 70 genes (Fig. 2). The results confirmed the over-expression of PUL 43 genes upon growth on OSX relative to glucose at mid-log phase. In PUL 70, we could verify the absence of induction of BXY_46540 and BXY_46550 encoding SusC- and SusD-like proteins as well as of BXY_46580 encoding a putative ABC transporter, and the over-expression of BXY_46600 encoding a GH10 endo-xylanase. Relative RT-qPCR was also carried out with *B. xylanisolvens* XB1A^T^ grown on OSX at late-log phase. As expected, gene over-expression was higher at mid-log phase than at late-log phase, except for two genes (BXY_29180, BXY_29190) in PUL 43 and three genes in PUL 70 (BXY_46540, BXY_46550, BXY_46580) that were down-regulated at late-log phase (Fig. 2).

**Fig. 2:**
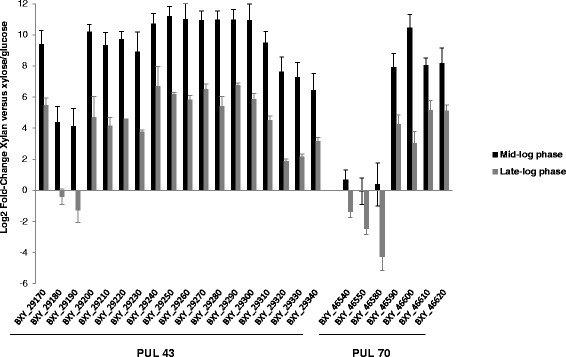
Impact of growth substrate on gene expression in PUL 43 and rPUL 70. Relative expression measured by RT-qPCR of selected genes from PUL 43 and rPUL 70 on OSX versus glucose at mid-log phase or OSX versus xylose at late-log phase. Differences in gene expression between mid- and late-log phase were significant for all targeted genes (*P* < 0.01)

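In the OSX libraries at late-log phase, between 3379 and 3435 loci had at least 1 count, against 3625 to 3805 in the 21 other libraries. A single locus, the most abundant in every library, held 45.5% of the counts in mRNA1 (95% exact Clopper-Pearson interval 45.4 to 45.6), 49.3% in mRNA2 (49.2 to 49.4) and 49.4% in mRNA3 (49.3 to 49.5). These intervals cover counting error only. The mean share of this locus was 48.1% ± 2.24 (SD, n = 3) on OSX at late-log phase, 13.7% ± 0.841 (SD, n = 3) on xylose and 12.9% ± 5.59 (SD, n = 3) on OSX at mid-log phase. Across loci, the log2 CPM of the OSX late-log libraries had correlations of 0.936 to 0.944 with each other and of 0.608 to 0.656 with the xylose libraries.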

Unfortunately, the RNA-seq data of the bacterium grown on OSX at late-log phase were not exploitable (see Additional file 1: Table S1). Nevertheless, at late-log phase, transcriptomic analysis of the bacterium grown on xylose and glucose showed that 70 out of 74 PULs predicted from genomic analysis (http://www.cazy.org/PULDB/) [19] were expressed similarly on both sugars. 

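At late-log phase, xylose (3 libraries) and glucose (mRNA11 and mRNA12) differed at 262 loci, of which 139 were higher on xylose and 123 lower. With upper quartile factors, 123 were higher and 145 lower. With mRNA10 added as the third glucose library, 392 loci were called. The number fell to 58 without mRNA11 and 78 without mRNA12, and to 167, 147 and 165 without mRNA13, mRNA14 and mRNA15. The log2 fold change lay between -2 and 2 at 94.7% of the 3670 loci. Beyond these limits, 52 loci were called higher on xylose and 36 lower, 88 in all. These 88 became 94 with mRNA10, 37 without mRNA11 and 51 without mRNA12. Loci were not grouped into PULs here.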

Three PULs (PUL 12, PUL 19 and PUL 47) were repressed on xylose relative to glucose, whereas one PUL (PUL 66) was induced. From their CAZyme composition, only PUL 12 and PUL 47 could be predicted to target fructans. Overall, these data indicate that glucose and xylose can be used indifferently as reference condition when analyzing PUL gene expression on complex polysaccharides, including xylans but excluding fructans (Additional file 1: Figure S3).

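Across loci, the log2 CPM of xylose and glucose libraries at late-log phase had correlations of 0.937 to 0.944, below those of 0.986 to 0.989 among the xylose libraries and of 0.981 between mRNA11 and mRNA12. The median log2 fold change between xylose and glucose was 0.017. From the similar expression of most PULs on both sugars, the paper reasons that glucose and xylose can be used indifferently as the reference for PUL expression on complex polysaccharides other than fructans.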

#### Proteomic analysis

To investigate beyond transcription, we examined protein production of *B. xylanisolvens* XB1A^T^ cultivated on OSX relative to xylose at late-log phase, considering that the xylanase specific activity of the strain was approximately 50-fold higher on OSX (Additional file 1: Table S2). Analyzing the water-soluble protein fraction of strain XB1A^T^ on 2D-gels revealed 78 proteins that were over-produced and 57 proteins that were produced to lower levels between the two culture conditions. Among the proteins over-produced on OSX, we picked and analyzed 50 protein spots and identified eight spot regions onto the 2D-gels corresponding to 9 proteins encoded by PUL 43 (Fig. 3). Among them, the family GH10 endo-xylanase harboring two Carbohydrate-Binding Modules (CBM4) organized in tandem (BXY_29300) was the most over-produced on OSX compared with xylose (Additional file 1: Table S3). The other family GH10 endo-xylanase of 40 kDa (BXY_46600) from PUL 70, previously characterized and called Xyn10A [16] could not be visualized on the 2D-gels. Nevertheless, zymogram analysis using OSX as substrate and performed when the bacterium was grown on OSX in comparison with glucose or xylose underlined one high activity band that was only cell-associated which may be Xyn10A (BXY_46600, PUL 70), and another high activity band in both cell-associated and extracellular protein fractions corresponding to the 83 kDa GH10 protein (BXY_29300, PUL 43) (Fig. 4). One can notice that no activity band corresponding to the expected molecular mass of the other CAZymes encoded by PUL 43 *i.e. *GH5_21 (70 kDa) and CBM6-harboring GH43 (48 kDa) which have been described as endo-xylanases in other studies [21, 22] could be detected on the zymogram.

**Fig. 3:**
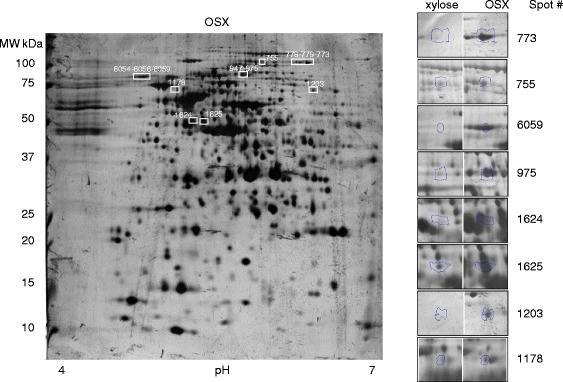
Impact of growth substrate on the soluble proteome of *B. xylanisolvens* XB1A^T^. 2-DE Analysis of the soluble proteome of strain XB1A^T^ grown on OSX versus xylose underlined the over-production of protein spots as shown on the expanded views beside the OSX 2D-gel

**Fig. 4:**
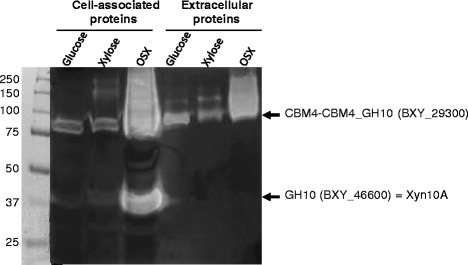
Endo-xylanase profiles of *B. xylanisolvens* XB1A^T^. Zymogram performed with OSX as substrate using cell-associated proteins (40 μg/lane) or extracellular proteins (8 μg/lane) of *B. xylanisolvens* XB1A^T^ cultivated on glucose, xylose and OSX

### Functional analysis of PUL 43

#### Operon organization

We further investigated the genetic organization of the PUL 43 cluster. This 33 kb region contains 18 ORFs (BXY_29170 to BXY_29340) that are present on the positive strand of the genome (Fig. 5). DNA sequence analysis tools (see Material & Methods) predicted the presence of three operons and of one gene being transcribed independently (Fig. 5c). This was partly validated by predictions compiling genomic and RNA-seq data (Fig. 5d). To underline the production of polycistronic transcripts, RT-PCR experiments were undertaken using RNAs extracted from strain XB1A^T^ grown on OSX. Detection of a RT-PCR product corresponding to the intergenic region #1 and the absence of amplification for the intergenic regions #2 and #3, confirmed the first operon of two genes (BXY_29170 and BXY_29180) (Fig. 5e and f). Detection of amplified fragments from intergenic regions #4 to #17 indicated that the 15 following genes (BXY_29200 to BXX_29340) are also organized in operon (Fig. 5e and f). The existence of two operons is in agreement with read coverage of PUL 43 region since no read coverage is observed in the intergenic regions #2 and #3 (between BXY_29180 and BXY_29200). In addition, the region with BXY_29240 and BXY_29250 shows much higher read coverage and contains two putative internal promoters and terminators, suggesting the existence of additional separate transcripts produced from operon 2 or post-transcriptional modifications. Our data also indicate that the two terminators predicted in operon 2 may be weak terminators resulting in a leak-through transcription of genes from the upstream promoter (5′ of BXY_29200). Collectively, these data tend to show that PUL 43 is organized in two operons, with the longest one (operon 2) possibly leading to polycistronic transcripts of different sizes, as previously observed with cellulosome-encoding operons in *Clostridium cellulolyticum* [23].

**Fig. 5:**
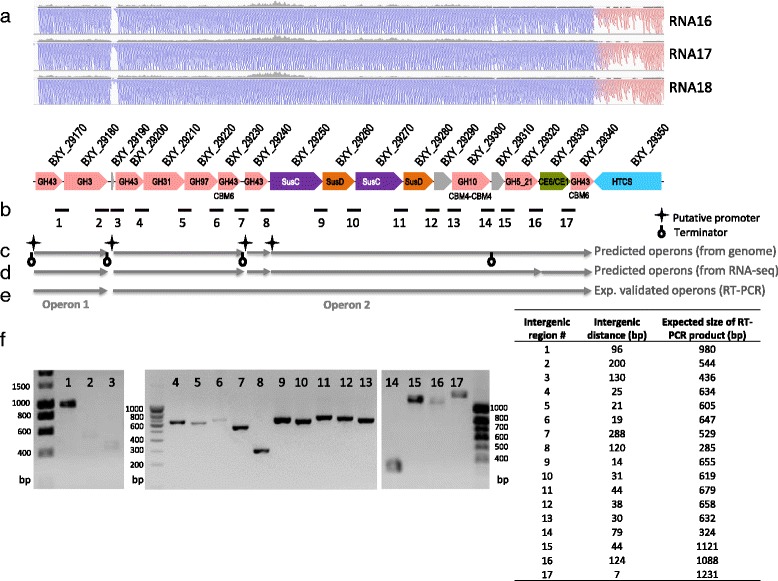
Evidence of a multi-operon organization within PUL 43. **a** Read coverage (*in grey*) within PUL 43 region and read information for that region, colored by strand, are given for the three RNA samples obtained with OSX condition. The total coverage of the genome in that region is extremely high, about 1000-4000× and was not scalable. Hence, the displayed reads were down-sampled in the window to ~50× depth. The black bars just below the grey coverage histogram for each sample indicate regions where down-sampling was performed. **b** Gene organization of PUL 43 with the position number of the neighboring gene regions used as target for the RT-PCR experiments. The intergenic distance between two genes is given in the table. **c** Operons predicted from genomic data using the FGENESB tool (see Methods). **d** Operons predicted from RNA-seq data using RockHopper (see Methods). **e** Operons experimentally validated by RT-PCR, by amplifying the intergenic regions between two consecutive genes. **f** The detection of RT-PCR fragments is shown on the agarose gel and the expected sizes of each product are given in the table

#### Mutagenesis of the sensor/regulator HTCS gene (BXY_29350)

In order to determine the importance of the xylan utilization system encoded by PUL 43, an insertion mutation into the gene encoding the HTCS (BXY_29350) was created. Indeed, HTCS mutants have proven to be useful in establishing the role of PULs in polysaccharide degradation by *Bacteroides thetaiotaomicron* [24].

The growth of the mutant was compared to that of the wild type (Wt) strain on glucose, xylose, wheat arabinoxylan (WAX) and OSX (Additional file 1: Figure S1). Both strains showed a similar growth on glucose. On xylose, the mutant growth rate and density were approximately half that displayed by the Wt strain, which did not grow as well on this sugar source than on glucose. The growth of the mutant was either strongly reduced on WAX or abolished on OSX in comparison to the Wt strain. The expression of six genes selected from the three operons in PUL 43 and five genes in PUL 70 was then analyzed in the mutant strain upon growth on WAX at mid-log phase (Fig. 6). Interestingly, four genes in PUL 70 (BXY_46590 to BXY_46620) were highly repressed in the *HTCS* mutant compared to the Wt strain, the level of the repression being similar to that of the six PUL 43 genes.

**Fig. 6:**
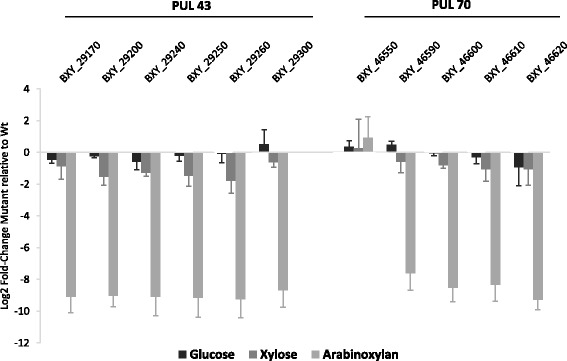
Expression measured by RT-qPCR of PUL 43 and rPUL 70 selected genes in PUL 43 *HTCS* (BXY_29350) mutant relative to *B. xylanisolvens* XB1A^T^ (Wt). Each strain was grown on WAX and harvested at mid-log phase. Each bar represents the mean of three independent experiments

### PUL 70 (BXY_46530 to BXY_46630) microsynteny with other *Bacteroides* species

Given the atypical transcriptional data obtained with PUL 70 genes, the synteny with other *Bacteroides*, although previously described [13], was further analyzed. Related genomic organizations were identified in the genomes of all 33 strains belonging to *B. xylanisolvens* and *B. ovatus* species, thanks to highly conserved flanking genes. All strains harbored a core of five genes, encoding three CAZymes (GH10, GH43, and GH67), one sugar transporter and an unknown protein. However, genes surrounding this core show important rearrangements. In particular, when considering the upstream region of the core, the 33 strains could be separated in two groups, as previously shown [13]: (i) group A harboring the complete xylanolytic PUL dissected in *B. ovatus* ATCC 8483^T^ (PUL-XylS or experimentally validated PUL 93 in PULDB), and (ii) group B only harboring the core of five genes which is a subset of PUL-XylS with no PUL-marker genes (*susC/D*-like or regulatory genes). Further inspection of the downstream region of this core allowed us to distinguish two subgroups for each group, depending on the presence and/or distance of a second unrelated PUL: homologous region to experimentally validated PUL 92 in *B. ovatus* ATCC 8483^T^ encoding two regulatory proteins anti-σ factor/ECF-σ, SusC/D-like proteins and one unknown protein (Fig. 7). Indeed, this downstream PUL was either two gene distant (subgroup A1), or very distant (subgroup A2) from the core in the strains with a complete PUL-XylS. In strains with only the five gene core (incomplete PUL-XylS), the downstream PUL was either absent (subgroup B1) or only separated by one gene from the core (subgroup B2). This proximity in subgroup B2 combined with the presence of poly-N stretches in *B. xylanisolvens* XB1A^T^ led to the prediction of the chimeric PUL 70, which gathered the core and the downstream unrelated PUL. In addition, the core can be considered as a remnant of PUL-XylS that is active on xylan in *B. xylanisolvens* XB1A^T^ and hence be referred to as rPUL 70.

**Fig. 7:**
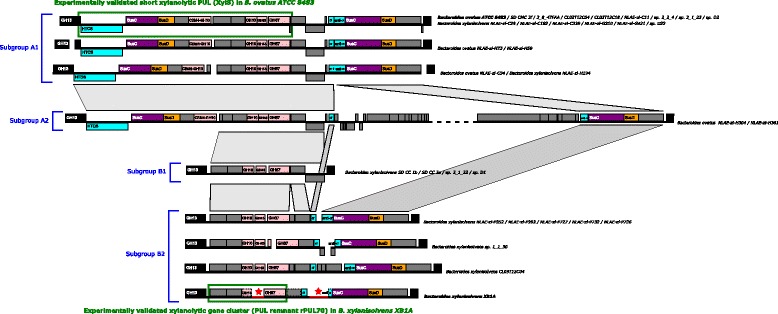
Evolution of the xylanolytic genomic region from PUL-XylS in *B. ovatus* ATCC 8483^T^ to this work on *B. xylanisolvens* XB1A^T^. Genomic regions are represented as horizontal black lines with encoded genes depicted by boxes, above or below to distinguish strands, with proportionality to intergenic distances and gene length. Genomic regions with poly-N stretches are shown in *red* and marked by a star indicating that the annotation of these regions may be incomplete. Missing gene models in *B. xylanisolvens* XB1A^T^ are depicted with *dotted boxes*. Whilst genes of unknown function are shown in *grey*, relevant gene functions are color-coded as follows: (i) glycoside hydrolase genes are represented in *pink*; (ii) PUL marker genes, *susC*- and *susD-like* genes, in *purple* and *orange*, respectively; (iii) PUL regulatory genes (HTCS, anti-σ factor/ECF-σ appear in *cyan*. The non-PUL genes, immediately flanking the PUL region of interest and conserved in all strains, are shown in *black*. Rearrangements are shown by *light-grey* polygons between conserved segments of two distinct genomic organizations. JSpeciesWS [41] was used for species assignment to either *B. ovatus* or *B. xylanisolvens* for isolates described as *Bacteroides sp.* in the JGI portal

## Discussion

The transcriptomic profiling of *B. xylanisolvens* XB1A^T^ grown on OSX versus glucose showed the over-expression of one large PUL of 21 genes (PUL 43) and of four genes of one smaller PUL of 11 genes (PUL 70). PUL 43 and PUL 70 resemble two PULs over-expressed by *Bacteroides ovatus* ATCC 8483^T^ grown on xylans that were called PUL-XylL (for large) and PUL-XylS (for small) (also respectively referred as experimentally validated PUL 73 and PUL 93) [24].

The proteomics results supported the up-regulation of several genes belonging to PUL 43 on OSX, and therefore confirmed the inducible nature of this xylan-utilization locus. They also showed the important over-production of a GH10 endo-xylanase (BXY_29300). This enzyme has homologs in several *Bacteroides/Prevotella* species [25]. One essential feature of this enzyme is that it presents a peculiar modular architecture consisting of a catalytic module disrupted by two CBM4. It has been shown that these tandemly arranged CBMs confer to the cognate GH10 enzyme a high binding capacity to xylan and it was suggested that such enzymes play a critical role in xylan degradation [25].

To further decipher the functionalities of PUL 43, a *HTCS* (BXY_29350) insertion mutant was generated and the effect of the mutation on bacterial growth and on gene expression in PUL 43 and PUL 70 was analyzed. The mutation had no effect on growth on glucose but had a substantial effect on growth on xylose. Growth reduction on xylose cannot be due to the repression of gene BXY_46610 encoding a sugar transporter (Fig. 6) but must somehow be caused by a defect in xylose utilization by the bacterium. Furthermore, the *HTCS* mutation had a dramatic effect on bacterial growth on insoluble OSX and soluble WAX. It also strongly reduced the expression of both PUL 43 and PUL 70 genes when the bacterium was grown on WAX. In PUL 43, genes belonging to the two operons were repressed, indicating that the HTCS protein regulates expression of the two operons. In PUL 70, three genes (BXY_46590, BXY_46600, BXY_46620) encoding CAZymes (GH67, GH10, GH2) and one gene (BXY_46610) encoding a sugar transporter were repressed while the gene encoding the SusC-like protein (BXY_46550) was not. This result highlights for the first time a cross-regulation between two PULs, with the HTCS regulator in PUL 43 controlling directly or indirectly the expression of genes in PUL 70.

The fact that several genes in PUL 70 *i.e.* BXY_46540, BXY_46550, BXY_46580 and BXY_46630 encoding SusC/D-like proteins, an ABC transporter and a GH13 protein, respectively were not over-expressed upon growth on OSX suggests that OSX is not the primary substrate of this PUL and/or that the boundaries of this PUL need to be redefined. Our analysis of the organization of PUL 70 and its homologs in 33 strains of *B. ovatus* and *B. xylanisolvens* highlighted four subgroups of strains harboring different genetic organization around a core cluster of five genes common to all strains. Subgroups A1 and A2 possess PUL-XylS described in *B. ovatus* [13], whereas subgroups B1 and B2 only harbor the five gene core which was not predicted as a PUL except in strain *B. xylanisolvens* XB1A^T^. We propose here that PUL 70 is a PUL chimera and the part corresponding to the five gene core was named rPUL 70 as it may be a remnant of PUL-XylS. All strains from groups B2 only assigned to *B. xylanisolvens* species might then function as *B. xylanisolvens* XB1A^T^.

Apart from PUL 43 and rPUL 70, the transcriptomics RNA-seq profiles obtained with OSX highlighted a low induction of 15 PULs relative to the glucose condition; the same PULs were also slightly up-regulated in another transcriptomic RNA-seq study using citrus pectin [20]. These cross-inductions between OSX and citrus pectin could be due to the presence of contaminating polysaccharides in both substrates. As a matter of fact, starch was detected in both substrates (0.9 % in OSX and 0.7 % in citrus pectin) and PUL 71 (BXY_47580 to BXY_47670) was induced on both substrates. It could also be due to the presence of common oligosaccharide motifs in OSX and pectin *i.e.* arabinose-containing side chains targeted by PUL 13 (BXY_15640 to BXY_15720). Finally, cross-regulations among PULs might occur as shown here between PUL 43 and rPUL 70.

From what is already known on PUL functioning in *Bacteroides* [13, 17, 18], we suggest that PUL 43 encodes proteins that bind to xylans (SusD-like proteins, CBM4-containing GH10), initiate their degradation at the surface of the bacterium (CBM4-containing GH10, maybe other CAZymes), and allow the transfer of oligosaccharides to the periplasm (SusC-like transporters), while rPUL 70 encodes enzymes (GH10, GH67, GH2) completing the degradation of oligosaccharides in the periplasm, supported by enzymes encoded by PUL 43. rPUL 70 may also be involved in the transport of the sugars from the periplasm to the cytoplasm via the sugar transporter encoded by BXY_46610.

Rogowsky et al. [13] proposed a model of xylan degradation by *B. ovatus* ATCC 8483^T^ that is different, especially because of the different CAZyme composition of PUL-XylL (or PUL 73). Indeed, this PUL would be dedicated to highly substituted glucuronoarabinoxylans (from corn, rice and sorghum) which require GH30- and GH98-encoding genes that are not present in PUL 43 of *B. xylanisolvens* XB1A^T^. According to the Rogowski model, PUL-XylS (or PUL 93) would act only on poorly decorated xylans (or simple xylans) like OSX. It is interesting to note that it is the deletion of the small PUL (PUL-XylS) and not of the large PUL (PUL-XylL) that abolished the growth of *B. ovatus* on simple xylans [13]. It occurs that PUL-XylL of *B. ovatus* encodes an inactive GH10 in the so-called “core xylan utilization cluster” while PUL-XylS harbors two genes encoding a GH10, one of them being the peculiar CBM4-containing GH10 [13]. Contrary to *B. ovatus* ATCC 8483^T^, the CBM4-containing GH10 of *B. xylanisolvens* XB1A^T^ is encoded by PUL 43 and the other GH10 is encoded by rPUL 70, and through the PUL 43 *HTCS* mutation, we showed that both genomic regions, linked at the transcriptional level, are necessary for *B. xylanisolvens* to grow on xylans (OSX and WAX). The CBM4-containing GH10 was also shown to hydrolyze xylan backbone of high degree of polymerization (DP > 5) [25] and to be located at the cell surface of *B. ovatus* ATCC 8483^T^ [13], indicating that this enzyme initiates the process of xylan breakdown. *B. intestinalis* DSM 17393^T^, *B. cellulosilyticus* DSM 14838^T^, (and *P. bryantii* B_1_4 - DSM 11371 from the bovine rumen) also harbor one gene encoding a CBM4-containing GH10 in their genomes although in PULs with different organization than those of *B. ovatus* ATCC 8483^T^ and *B. xylanisolvens* XB1A^**T**^ (http://www.cazy.org/PULDB/). Interestingly, we found that two strains of *B. xylanisolvens* (SD-CC-1b and SD-CC-2a) that did not possess that gene did not grow on WAX and had a very low growth on OSX, contrary to *B. xylanisolvens* XB1A^T^, *B. ovatus* ATCC 8483^T^, *B. intestinalis* DSM 17393^T^ and *B. cellulosilyticus* DSM 14838^T^ (not shown). From all these observations, we propose that this peculiar enzyme is crucial for xylan breakdown by human gut symbionts of the *Bacteroides* genus and that it could be considered as a functional marker of simple xylan degradation in the human gut.

## Conclusions

We have shown that the xylanolytic function of *B. xylanisolvens* XB1A^T^ involves one PUL and one PUL remnant that are linked at the transcriptomic level and that produce the necessary arsenal of CAZymes and accessory proteins for an optimal utilization of xylans of low complexity. This study, along with another recent study on *B. ovatus* ATCC 8483^T^ [13], shows that *B. xylanisolvens* XB1A^T^ belongs to a group of strains that display PUL functionalities and specificities regarding xylan utilization that are different from those displayed by other groups such as the one comprising *B. ovatus* ATCC 8483^T^ [13]. These differences may provide ecological advantages of one group of strains over the others, depending on the availability of xylans in the diet but also on their structural complexity. Hence the nature of the xylan consumed in the diet and the bacterial species selected upon that diet may lead to different oligosaccharides with different prebiotic effects. More studies are needed to better understand the function and ecology of PCW-degrading bacteria in the colon, including bacterial representatives of the Firmicutes phylum, in order to better predict the impact of diet and dietary fibers on health.

## Methods

### Bacterial strain, media, and growth conditions

*B. xylanisolvens* XB1A^T^ (DSM 18836^T^) was grown anaerobically at 37 °C in BX medium containing clarified rumen fluid [8] and 5 g/L of complex substrates (insoluble oat-spelt xylan or OSX, Serva, France; washed twice in distilled water and autoclaved to remove free sugars, and soluble wheat arabinoxylan or WAX, Megazyme, France) or sugars (glucose or xylose). The media were prepared, dispensed and inoculated by using strictly anaerobic techniques in Balch tubes. A 2.5 % (v/v) inoculum of culture pre-adapted on each substrate was used for inoculation. Bacterial growth on glucose, xylose and WAX was followed by optical density of the culture at 600 nm (OD_600nm_) recorded directly in Balch tubes using a Jenway 6320D spectrophotometer. Because OSX interfered with OD_600_ measurements, growth on this substrate was monitored by estimating the amount of bacterial proteins in the culture using the Bradford Protein Assay [26]. Three independent cultures were performed for each substrate condition i.e. glucose, xylose, WAX and OSX for subsequent transcriptomic and/or proteomic analyses (Table 1).

### OSX and WAX composition

The analysis of OSX was carried out as previously described [20] in order to determine its composition in monosaccharides, methylester groups and starch. Uronic acids were measured spectrophotometrically by the m-hydroxydiphenyl assay using galacturonic acid as external standard. The difference in response of glucuronic acid and galacturonic acid in the presence and absence of tetraborate was used to quantify them in OSX (Additional file 1: Table S4) [27]. The composition of OSX used in this study is comparable with a glucuronoxylan poorly substituted with arabinose (Xyl/GlcA/Ara 84/8/1); OSX also contains small amounts of starch (0.9 %) and possibly pectin, although pectin has never been quantified in OSX [28–30].

The WAX substrate used in this study corresponded to medium viscosity WAX (lot 40302b, Megazyme) and its composition was provided by the supplier. It is 95 % pure with a Xyl/Ara sugar ratio of 62/38, and contains 3.7 % proteins in addition to traces of starch (0.09 %) and β-glucan (0.1 %).

### Preparation of enriched fractions of mRNAs

Total RNAs were isolated from cultures harvested at mid- and late-log phase using a modified guanidinium–phenol–chloroform procedure previously described for rumen fluid [31]. Briefly, bacterial cultures (4 tubes × 8 ml) were centrifuged for 15 min at 3,000 g at 4 °C. The pellets were resuspended in 9 ml of a RNA-E solution containing solution D [32], water saturated phenol, sodium acetate 0.2 M pH 4.0 and 2-mercaptoethanol (1:1:0.1:0.007). Cells were then disrupted by bead beating for 1 min with 0.1 g zirconia beads (0.1 mm) followed by a 2-min incubation at 60 °C. These two steps were then repeated. After addition of 3.75 ml of chloroform, the samples were briefly mixed, incubated for 15 min on ice and centrifuged (12,000 g, 20 min, 10 °C). The RNAs contained in the aqueous supernatants (approximately 6 ml) were precipitated with 0.25 volume isopropanol and washed with 1 volume 75 % cold ethanol in DEPC-treated water. Total RNAs were solubilized in 100 μl of DEPC-treated water. Genomic DNA was removed using the Turbo DNA-Free DNAse (Ambion, France) for 30 min at 37 °C. RNAs were quantified using a ND-2000 NanoDrop spectrophotometer (Nanodrop Technologies, France). Enriched fractions of mRNAs were prepared using the MicrobExpress™ Bacterial mRNA Purification kit (Ambion, France). The high RNA quality and the reduction in 16S and 23S rRNA in enriched fractions of mRNAs were confirmed using an Agilent 2100 Bioanalyser (Agilent technologies, France).

### RNA-seq analyses

cDNA libraries were prepared with 100 ng of mRNA-enriched fractions following the protocols of the Illumina TruSeq Stranded Total RNA Library prep kit. The final libraries had an average fragment size of ∼ 250 bp and were quantified by qPCR before being sequenced with an Illumina HiSeq 2000 instrument on a single lane in paired end reads. The data are available in GEO datasets at NCBI (http://www.ncbi.nlm.nih.gov/) under the accession number GSE74379. Approximately 8 to 9 million paired reads per sample were obtained (Additional file 1: Table S1). Quality filtering and adapter trimming were performed with Trimmomatic v0.30 [33] using Illumina TruSeq3 adapter sequences for adapter clipping.

The *B. xylanisolvens* XB1A^**T**^ genome (GenBank accession NC_021017.1) was indexed using novoindex, and reads aligned with novoalign v. 3.00.05 (http://www.novocraft.com) against the indexed genome. For downstream gene expression analysis only the aligned R1 reads were used; these were extracted from the paired-end alignment file using samtools v0.1.19 [34] using the bitwise flag for the first read for a read pair.

Gene counts were determined for the aligned data using featureCounts v. 1.4.3-p1 [35] and the NCBI GFF3 feature file (obtained from the NCBI FTP site Dec. 2013).

Differential gene expression was performed using R 3.0.0 using edgeR/limma [36, 37]. Samples were assessed for potential outliers based on counts using normalized counts (RPKM = Reads per Kilobase per Million) that would affect downstream analyses. From this analysis we determined that samples mRNA 1, 2, 3 and 10 were problematic and thus removed them from the analysis (Additional file 1: Table S1). 

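The library mRNA10 (glucose, late-log phase) had correlations of log2 CPM across loci of 0.906 and 0.913 with the other glucose late-log libraries. Its most abundant locus held 22.2% of the counts, against 17.9% in mRNA11 and 19.6% in mRNA12. Among the libraries kept by the paper, mRNA7 (apple pectin, late-log phase) had correlations of 0.691 and 0.701 with mRNA8 and mRNA9, which had a correlation of 0.979 with each other. In mRNA7 the most abundant locus held 29.9% of the counts. Replicate pairs among the 19 other kept libraries had correlations between 0.952 and 0.992. RPKM values were not computed, since the count table gives no gene lengths.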

Counts per million (CPM) mapped reads were calculated per gene; genes with more 1 CPM in three or more samples were retained in the final edgeR analysis. Samples were normalized using edgeR’s TMM normalization. A simple generalized linear model was generated using the aforementioned filtered data from all remaining samples, and simple contrasts based on carbon source and growth stage were used to determine genes differentially expressed under the conditions shown. A separate coordinate analysis was performed using Rockhopper v. 1.30 [38] on all mRNA samples (excluding mRNA 1, 2, 3 and 10) again using data obtained from NCBI GFF3 feature file as mentioned above. Results from this analysis were primarily used to find potential groups of genes that may be expressed as a single transcriptional units or operons.

### *In silico* prediction of operons from genomic sequences

Putative promoters and terminators were searched within intergenic sequences (>100 bp) using different tools (BPROM, PPP, Arnold) available at http://molbiol-tools.ca/Promoters.htm. Operon prediction was carried out using FGENESB, which is based on distances between ORFs and frequencies of different genes neighboring each other in known bacterial genomes, as well as on promoter and terminator predictions (http://www.softberry.com/berry.phtml?topic=fgenesb&group=programs&subgroup=gfindb).

### Reverse transcription (RT) followed by PCR or quantitative PCR (qPCR)

Total RNAs (1 μg) were reverse-transcribed into cDNAs using random hexamer primers (Invitrogen, France) and 200 U SuperscriptII Rnase H^−^ reverse transcriptase (Invitrogen, France) according to the procedure supplied with the enzyme. For each RNA sample, a negative RT (no addition of reverse transcriptase) was performed and used as a negative control in subsequent PCR and qPCRs.

The presence of a polycistronic mRNA transcribed from PUL 43 of *B. xylanisolvens* XB1A^T^ was determined by performing PCR using cDNAs prepared from bacterial cultures on xylan and primer pairs designed to amplify the intergenic regions between two consecutive ORFs within the locus *i.e.* forward primers targeting the 3’ end of one ORF and reverse primers targeting the 5’ end of the following ORF (Additional file 1: Table S5). PCR was carried out with the HotMaster Taq DNA polymerase (5PRIME, Deutschland) following the instructions given for the enzyme.

The relative expression of PUL target genes in the OSX culture condition (mid and late-log phases) versus the sugar conditions was performed by quantitative PCR using a Mastercycler ep Realplex 2S (Eppendorf, France) and Quantifast SYBR Green PCR mastermix (Qiagen, France) using the supplier’s instructions. The designed specific primers are listed in the Additional file 1: Table S6. The fold change in gene expression (OSX versus glucose or xylose) was calculated from 3 biological replicates (+ two technical replicates) according to Livak and Schmittgen [39] using the 16S rRNA reference gene for normalization. Log2 fold-change at mid- and late-log phase were considered as significantly different at *p* < 0.01 (Student’s t-test).

### Preparation of bacterial soluble proteins

Bacterial soluble proteins (= cell-associated proteins) were prepared from xylose and OSX cultures (500 ml) harvested at late-log phase. Bacterial cell pellets were first washed 3 times in distilled water containing a protease inhibitor (Complete EDTA free protease inhibitor cocktail, Roche, France) and re-suspended in 1/25 volume of the same solution. Cells were broken by one passage at 2000 bars using a One Shot cell Disruptor (CellD, France). The obtained suspension was treated with 270 U endonucleases (Dnase + RNase, Sigma, France) for 30 min at ambient temperature. Unbroken cells were removed by centrifugation (23,000 g, 40 min, 4 °C). The supernatant was subsequently submitted to ultracentrifugation (100,000 g, 1 h, 4 °C) to obtain a final supernatant containing bacterial soluble proteins that were aliquoted and frozen. Before analysis, an aliquot of protein solution was mixed with 3 volumes of ice-cold acetone and kept at -20 °C for at least 2 h. After centrifugation (13,000 g, 30 min, 4 °C), the protein pellet was dried under vacuum for 5 min and solubilized in isoelectric focusing (IEF) buffer (7 M urea, 2 M thiourea, 4 % CHAPS, 0.2 % triton X100). The amount of proteins solubilised in IEF buffer was determined with the PlusOne™ 2-D Quant kit (Amersham, France) according to the supplier’s instructions.

### Two-dimensional gel electrophoresis (2-DE) and Image analysis

2-DE was performed with IPG strips of 17 cm with a linear gradient of pH 4-7 (Bio-Rad, France). They were submitted to passive (9 h) and active (9 h, 50 V) rehydration with 300 μl IEF buffer containing 0.4 % DTT, 0.15 (v/v) % Biolyte pH 4–6, 0.15 (v/v) % Biolyte pH 5–7 and 100 μg proteins. IPG strip rehydration and IEF were conducted in a focusing tray using the Bio-Rad PROTEAN® IEF System at a temperature of 20 °C. Focusing conditions were 30 min at 200 V, 1 h at 1 kV, linear voltage ramp to 10 kV for 6 h followed by a plateau at 10 kV until total 54 kV.h was reached. Focused IPG strips were stored at –20 °C in glass tubes. Prior to the second dimension, strips were equilibrated twice for 30 min in an equilibration solution (50 mM Tris–HCl pH 8.8; 6 M urea; 30 % v/v glycerol, 2 % w/v SDS) containing 130 mM DTT for the first step and 135 mM iodoacetamide and trace of bromophenol blue for the second step. The second dimension (SDS-PAGE) was carried out with 12 % polyacrylamide gels in a PROTEAN® II XL Cell (Bio-Rad, France). Proteins were visualized by silver-staining according to Bradford et al. [40].

Silver stained 2-DE gels were scanned with a GS800 imaging densitometer (Bio-Rad, France) and spot detection and image analysis were performed with the PD-Quest software (version 7.1, Bio-Rad). Three reproducible gels from each independent culture for each bacterial growth condition (OSX, xylose) were selected and included for image analysis.

Statistical image analysis was performed using Progenesis Samespots software, version 4.1 (Nonlinear Dynamics). For each independent analysis, gels were aligned on a reference gel (xylose condition). After background subtraction, spot autodetection and quantification were performed by the software. Each spot was assigned a relative value corresponding to a spot volume. To compare the OSX to the xylose condition, an experimental design was set up with these two conditions, where corresponding gels were added. Differential spot intensity was considered significant at *p* < 0.01 using ANOVA (Analysis of Variance) procedure.

### Identification of proteins by mass spectrometry

Spots of interest were excised in the 100 μg loaded silver-stained gels and subjected to the following treatments. First, the spots were unstained in a 30 mM potassium ferricyanid-100 mM sodium thiosulfate solution for 2 min and rinsed twice with MilliQ water for 15 min. They were then washed in 25 mM ammonium bicarbonate (pH 8.5)–5 % acetonitrile for 30 min and twice in 25 mM ammonium bicarbonate–50 % acetonitrile for 30 min each. The spots were then dehydrated with 100 % acetonitrile. The dried gels were reswelled in 25 mM ammonium bicarbonate containing 20 ng/μL^− 1^ trypsin. Digestion was performed at 37 °C for at least 5 h. The resulting peptides were extracted with 100 % acetonitrile. After 15 min at 37 °C, each sample was mixed with saturated cyano-4-hydroxycinnamic acid onto the matrix-assisted laser desorption ionization-time of flight (MALDI-TOF) target. Using MALDI-TOF mass spectrometry (MS) (Voyager DE-Pro, Applied BioSystems) and Voyager software for data collection and analysis, positive-ion MALDI mass spectra were recorded in the reflectron mode. Identifications by nano-liquid chromatography (LC) coupled to electrospray ionization (ESI) and tandem mass spectrometry (MS/MS) (LTQVelos, Thermo Scientific) were performed when identification from MALDI-TOF MS failed. Monoisotopic peptide masses were assigned and used for database searches with Mascot v2.2.0. Interrogations were performed against a home database containing distinct entries corresponding to the predicted mature proteins in *B. xylanisolvens* XB1A^T^. The following parameters were considered for the searches: a maximum ion mass tolerance of 25 or 50 ppm, possible modification of cysteines by carbamidomethylation, as well as partial oxidation of methionine.

### Construction of a *HTCS* mutant within PUL 43

An insertion mutation was created into the sensor/regulator *HTCS* gene (BXY_29350) of PUL 43. An internal fragment corresponding to the sensor domain of the protein (841 bp) encoded by BXY_29350 was cloned into the pGERM suicide vector (Additional file 1: Table S7 and Figure S4). The resulting construct was transformed into *Escherichia coli* WM3064 and transferred to *B. xylanisolvens* XB1A^T^ by conjugation as previously described [20]. Plasmid insertion into the target gene was then verified by PCR using primers targeting junction regions between pGERM and PUL 43 *HTCS* gene (Additional file 1: Table S7 and Figure S4).

### Ethics

Rumen fluid used to prepare growth media was collected in the experimental slaughterhouse at INRA, Saint-Genes-Champanelle, France, from animals slaughtered in accordance with the guidelines of the local Ethics Committee and current INRA ethical guidelines for animal welfare (Permit number: 63345001).

### Consent to publish

Not applicable.

### Availability of data and materials

The data sets supporting the results of this article are included within the article and its additional supplementary file. The transcriptome data are available in GEO datasets at NCBI (http://www.ncbi.nlm.nih.gov/) under the accession number GSE74379.

## Additional file

Additional file 1:
**Table S1.** RNA-seq mapping assessment. **Table S2.** Xylanase specific activity of *B xylanisolvens* XB1A^T^. **Table S3.** Proteins identified by MALDI-TOF MS or LC-ESI-MS/MS over-produced upon growth of *B. xylanisolvens* XB1A^T^ on OSX relative to xylose. **Table S4.** Composition of the commercial oat-spelt xylan (SERVA, France) used in this study. **Table S5.** Primers used for RT-PCR (to amplify the intergenic regions between two consecutive ORFs within PUL 43). **Table S6.** Primers used for relative RT-qPCR. **Table S7.** Primers used for insertion mutagenesis into PUL 43 *HTCS* gene (BXY_29350). **Figure S1.** Growth of *B. xylanisolvens* XB1A^T^ (Wt) and PUL 43 *HTCS* (BXY_29350) mutant on glucose, xylose, wheat arabinoxylan (WAX) and oat-spelt xylan (OSX). **Figure S2.** *B. xylanisolvens* XB1A^T^ gene expression in response to oat-spelt xylan (OSX) and xylose relative to glucose obtained from RNA-seq analysis. **Figure S3.** *B. xylanisolvens* XB1A^T^ PUL expression in response to xylose relative to glucose at late-log phase obtained from RNA-seq analysis. **Figure S4.** Schematic layout of the mutant construction and validation of pGERM*:HTCS* insertion into PUL 43 *HTCS* gene (BXY_29350) of *B. xylanisolvens* XB1A genome. (XLSX 454 kb)

## Abbreviations

CAZyme: carbohydrate-active enZyme
CBM: carbohydrate-binding module
HTCS: hybrid two-component system
OSX: oat-spelt xylan
PCW: plant cell wall
PUL: polysaccharide utilization locus
RPKM: reads per kilobase per million
WAX: wheat arabinoxylan

How the deposited data were processed for this re-analysis (not part of the article)

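RNA-seq libraries of *B. xylanisolvens* XB1A T were analysed from 8 groups of 3 cultures each: glucose, OSX and citrus pectin at mid-log phase, and glucose, xylose, OSX, citrus pectin and apple pectin at late-log phase. Complex substrates were used at 5 g/L. The paper's methods describe trimming with Trimmomatic, alignment with novoalign, selection of the first reads with samtools and counting with featureCounts. The authors deposited whole-number counts per locus for 24 libraries, without normalization. The locus identifiers of the table match 0 of the 5397 genes in the reference gene table used here, which is for another strain of the species, and 0 of the 759 BXY genes in the paper's supplement. The files do not pair the loci with names, so no result is given per PUL or per named gene, and results for single loci are limited to 2 that rose and 2 that fell.

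Conditions came from the sample labels and Table S1 of the paper. The fit followed the paper's methods: edgeR on the counts of 20 libraries, without mRNA1, mRNA2, mRNA3 and mRNA10, with loci above 1 CPM in 3 or more libraries, TMM factors and simple contrasts. The paper's text names neither the edgeR test nor a p threshold. The quasi-likelihood test (edgeR 4.0.16, R 4.3.3) and a Benjamini-Hochberg adjusted p under 0.05 over the 3670 tested loci were used. Comparisons with the OSX late-log libraries were fitted over all 24 libraries and 3709 loci. Standard errors of log2 fold changes were computed from the F statistic. CPM values used TMM-scaled library sizes. The single loci were chosen by a rule set before the data were examined: the 5 largest rises and 5 largest falls among called loci whose libraries do not overlap between the groups, in each comparison. Because the loci have no names, only the first 2 of each for OSX against glucose at mid-log phase are given.

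Total counts per library ranged from 728804 to 5235380. At the lowest total, 1 CPM is less than 1 read, so loci near the filter are poorly measured in the OSX late-log libraries. Intervals for shares of counts are exact Clopper-Pearson intervals at 95% and cover counting error only.

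The scripts were tested on simulated counts drawn from the real means, dispersions and library sizes, with 200 genes changed 4-fold. For OSX against glucose at mid-log phase, 74.5% of the changed genes were recovered among 3662 tested, and 5.1% of the genes called were unchanged ones. The recovered shares were 76.4% of 199 for citrus pectin against glucose (3655 genes tested), 70.9% of 199 for OSX against citrus pectin (3655 tested), 63.8% of 199 for xylose against glucose (3653 tested) and 66.5% of 200 for OSX against xylose at late-log phase (3688 tested). No recovered gene had the wrong sign.

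Replicate numbers were compared between groups at mid-log phase. The 9 correlations of same-numbered libraries' deviations from their group means were between -0.28 and 0.254, and 3 exceeded 0.1, so replicates were not paired. Alternatives were the likelihood ratio test, DESeq2 1.42.0, other scaling factors, other filters, other sets of libraries, each library left out in turn, no p threshold and a prior count of 2. PUL-level results and rules, set tests over PULs, counts per kilobase within PUL 43 and a correction for gene length had been set before the data were examined and could not be run, since they need the paper's genes or gene lengths. Counts of loci stand in their place.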

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

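The apple pectin comparison, the fit without mRNA7, the tests at the loci raised on OSX, the tests of mRNA7 against the labels of OSX late-log and citrus pectin late-log cultures, the thinning outside the most abundant locus and the test of the direction of calls were chosen after results were seen. So were the other scalings for the OSX late-log and both growth-phase results, and DESeq2, the likelihood ratio test and the libraries left out in turn for citrus pectin by growth phase and for apple pectin.

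The effect of OSX differed between growth phases. In the fit of 24 libraries, the difference between OSX and glucose at mid-log phase departed from that at late-log phase at 1609 of 3709 loci, positive at 1071 and negative at 538. Of 100 splits of the 12 libraries, 3 gave as many calls, the real split included, so the share is under 0.05. Another split gave more calls (1800) than the real one. These splits shuffle substrate and growth phase together, so they test whether the libraries differ at all. They cannot decide whether the effect of OSX was the same in both phases. Under other scalings the fewest calls were 1498, so the number did not come from TMM scaling. Their direction did follow the scaling: 66.6% of calls were positive with TMM, 56.7% with RLE factors and 91.4% with library size only, as the median over all loci moved from 0.55 to 0.275 and 1.86. No overall direction can therefore be read from the calls. At the 14 loci that rose by more than 5 on OSX over both glucose and citrus pectin at mid-log phase, the median difference between phases was 0.54, close to the median over all loci, and 2 of the 14 were called. Growth phase and the state of the OSX late-log libraries, in which the most abundant locus held 48.1% of the counts on average, cannot be told apart, since all 3 libraries of that group share both.

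The paper did not use the OSX late-log libraries, and they hold a strong signal. Against xylose, 2375 of 3709 loci were called, 1036 higher on OSX and 1339 lower. The real split was the only 1 of 10 splits of these 6 libraries with as many calls. So few splits can never reach the 0.05 level, so this test leaves chance open by its design. Low depth was tested by thinning every library to 728804 counts: 2183 loci were still called, against 230 between xylose and glucose. A lower total therefore does not account for them. The most abundant locus held 48.1% of the OSX late-log counts on average and 13.7% of the xylose counts. Depth at the other loci thus stayed unequal after this thinning, and its part in these calls was not tested. A swapped label was tested at the 14 loci raised on OSX over both glucose and citrus pectin at mid-log phase. Of the 21 loci raised by more than 5 over glucose, only these 14 were called higher on OSX than on xylose at late-log phase. All 14 were higher in each OSX late-log library than in every other late-log library, with log2 fold changes over xylose between 5.01 and 10.36 and a median of 7.90, which argues against a swap, and against chance for these 14 loci, named from other libraries. The balance of directions depends on the scaling: 514 loci were called higher and 2144 lower with library size only, while RLE factors gave 1170 and 1148 and DESeq2 1163 and 1134, with the majority reversed. A change of RNA composition in these samples before sequencing, and a biological response to insoluble xylan late in growth, both stay open and were not tested.

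For the effect of citrus pectin by growth phase, 219 of 3670 tested loci had an unadjusted p under 0.05 from edgeR's quasi-likelihood test. Chance alone gives a share of 0.05. After adjustment, the effect of citrus pectin differed between growth phases at 9 loci, all higher against glucose at mid-log phase than at late-log phase. The number was 5 without mRNA5, 30 without mRNA6, 5 without mRNA11, 3 without mRNA12, and 5, 4 and 3 without glucose mid-log replicates 1, 2 and 3. DESeq2 gave 62 and the likelihood ratio test 48. The single direction did not hold in each of these: without mRNA6, 13 loci were higher and 17 lower, with DESeq2 45 and 17, and with the likelihood ratio test 37 and 11. With RLE factors 9 loci were called, with upper quartile factors 11 and with library size only 4. No other technical explanation was tested for these few loci, and growth phase stays open as the biological one.

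The paper reports no result for the apple pectin libraries. Against glucose at late-log phase, 62 loci were called, 39 higher on apple pectin and 23 lower. The number depended on every one of the 5 libraries compared. It was 250 without mRNA7, 426 without mRNA8, 462 without mRNA9, 3 without mRNA11 and 16 without mRNA12. One of them, mRNA7, lay apart from mRNA8 and mRNA9. Depth does not account for this: after thinning, its largest correlation with mRNA8 and mRNA9 was 0.694, while other replicate pairs stayed at 0.947 or above. Leaving out the most abundant locus gave 0.704, which decides nothing, since 1 locus fewer only rescales a library. With the counts outside that locus thinned to 397360 in every library, the correlation was 0.678 and other replicate pairs stayed at 0.939 or above, which argues against a loss of counts to that locus. A label from an OSX late-log culture was tested first by correlation: the largest with an OSX late-log library was 0.848, below the 0.936 that these reach among themselves, which alone leaves a culture in another state open. At the 14 loci raised on OSX, mRNA7 lay below the OSX late-log mean by a median log2 ratio of -7.71, which argues against that label. A share of RNA from those cultures predicts one fixed ratio at the 517 loci high in them and low in mRNA8 and mRNA9, but the log2 ratio had an SD of 1.68, against at most 0.46 for an OSX late-log library. At the loci raised on OSX, mRNA7 held a median of 0.477% of the OSX late-log level. A culture without pectin was tested at the 13 loci raised in mRNA8 and mRNA9 over both sugars: in mRNA7 their median log2 ratio to xylose was 3.62, and 12 of 13 were higher. A label from a citrus pectin late-log culture stays open. The correlations of mRNA7 with the citrus pectin late-log libraries were 0.765 to 0.823, above those with mRNA8 and mRNA9 and below the 0.855 with mRNA10. Those of mRNA7 with the OSX late-log libraries were 0.821 to 0.848. The citrus pectin late-log libraries reach 0.961 to 0.986 among themselves. That mRNA7 lay below this goes against the label, but alone leaves a citrus pectin culture in another state open. On a scale with mRNA8 and mRNA9 at 0 and citrus pectin late-log at 1, the median position of mRNA7 was 1.08 at 313 loci higher on citrus pectin and 0.97 at 56 loci lower. The OSX late-log libraries had positions of 0.62 and 0.70 at these loci. At the 12 loci higher in the citrus pectin late-log libraries than in every other late-log library but mRNA7, which took no part in the choice, the median position of mRNA7 was 0.22 and its largest 0.38. These sets of loci point to different levels, so a citrus pectin label and a different state of an apple pectin culture cannot be told apart. A change of RNA composition before sequencing was not tested for mRNA7 and stays open too.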

How the results depend on the processing

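The fits without mRNA7 and without the most abundant locus, and all alternatives for OSX against citrus pectin, for apple pectin and for the use of xylose as its reference, were chosen after the data were seen, as were most of those for the late-log and growth-phase results. The others were set before the data were examined.

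Many changes came from the choice of libraries in the fit. Without mRNA7, the number of genes called rose from 707 to 1627 for OSX against glucose, from 665 to 1448 for citrus pectin against glucose, from 295 to 766 for OSX against citrus pectin, from 262 to 844 for xylose against glucose, from 62 to 250 for apple pectin against glucose and from 9 to 57 for the citrus pectin effect by growth phase. The genes raised on both OSX and citrus pectin rose from 75 to 145, and those beyond a log2 fold change of 2 on xylose from 88 to 139. With only the groups compared in the fit, these numbers were 1178 for OSX and 1302 for citrus pectin against glucose, 1542 for xylose against glucose, 146 beyond 2 on xylose, 141 raised on both, 39 for citrus pectin by growth phase and 0 for apple pectin. For this 0 from edgeR's quasi-likelihood test, 144 of 3515 tested genes had an unadjusted p under 0.05. That is below the share of 0.05 that chance alone gives. On the same 5 libraries the likelihood ratio test called 12 and DESeq2 56. With the replicate number as a block, 1130 genes were called for OSX against glucose, 1092 for citrus pectin against glucose and 134 were raised on both. That fit also holds only the groups compared, and the replicate numbers do not pair the samples.

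DESeq2 called 485 genes for OSX against citrus pectin, 444 for xylose against glucose, 374 for apple pectin and 62 for citrus pectin by growth phase. The likelihood ratio test called 348 and 48 in the last pair. Without a p threshold, 266 genes rather than 167 lay between log2 fold changes of 2 and 5 on OSX, and 194 lay beyond 2 on xylose, since more genes qualify by construction. With all 24 libraries, 39 genes were called for apple pectin and 48 for citrus pectin by growth phase, and with mRNA10 added 36 and 17. Library size only gave 4 for citrus pectin by growth phase. With xylose as the reference, apple pectin gave 108. Apart from the p threshold, the cause was not tested.

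Another scaling moved the split of directions in several comparisons. With library size only, 578 genes were higher and 121 lower on OSX than on glucose, 180 and 143 on OSX than on citrus pectin, 125 and 69 on xylose than on glucose, 514 and 2144 on OSX than on xylose at late-log phase, and 2102 and 199 for OSX by growth phase. Upper quartile factors gave 189 and 162 for OSX against citrus pectin. The majority also reversed for xylose against glucose, from 139 higher and 123 lower to 123 and 145 with upper quartile factors, 128 and 150 with a mean count of 10 or more, 187 and 190 with all 24 libraries and 33 and 45 without mRNA12, for apple pectin against glucose, from 39 and 23 to 118 and 132 without mRNA7, 6 and 10 without mRNA12 and 15 and 21 with mRNA10 added, and for OSX against xylose at late-log phase, from 1036 and 1339 to 1170 and 1148 with RLE factors and 1163 and 1134 with DESeq2.

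Each library was left out in turn. The number of genes called was then between 324 and 786 for OSX against glucose, where OSX replicates 1 and 3 (365 and 324) and glucose replicates 1, 2 and 3 (339, 367 and 448) each moved it by more than 1.5 times. Between log2 fold changes of 2 and 5 it was between 100 and 204, with OSX replicate 1 (100) and glucose replicates 1 and 2 (108 and 103) moving it most. Citrus pectin against glucose gave 418 to 471, lowest without glucose replicates 3 (418) and 1 (433). OSX against citrus pectin gave 175 to 268, with 175 without OSX replicate 3 and 195 without citrus pectin replicate 2 and without 3. Xylose against glucose gave 58 without mRNA11, 78 without mRNA12, 147 without mRNA14, 165 without mRNA15 and 167 without mRNA13. Beyond 2 on xylose the range was 37 to 74, with 37 without mRNA11 and 51 without mRNA12. Apple pectin gave 3 to 462: 3 without mRNA11, 16 without mRNA12, 250 without mRNA7, 426 without mRNA8 and 462 without mRNA9. Citrus pectin by growth phase gave 3 to 30: 3 without mRNA12 and without glucose mid-log replicate 3, 4 without glucose mid-log replicate 2, 5 without mRNA5, mRNA11 or glucose mid-log replicate 1, and 30 without mRNA6. A group reduced to 1 library is assumed to vary like the others.

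The number of genes above a log2 fold change of 5 on OSX stayed between 19 and 26 under the 14 alternatives and between 19 and 25 with a library left out. OSX against xylose at late-log phase stayed between 2181 and 2658, and between 2125 and 2205 with a library left out. OSX by growth phase stayed between 1498 and 2301, and between 1318 and 1682. CW3_1804, CW3_1803, CW3_0380 and CW3_3651 kept their direction and were called under all 12 alternatives and in all 6 fits with a library left out. Depth limits the OSX late-log libraries most, at 728804 to 970267 counts. Not run were the alternatives for PUL rules and means, the set tests over PULs, the comparison of counts per kilobase within PUL 43 and the correction for gene length, which need the paper's gene identifiers or gene lengths.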

Differences from the paper's values

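The paper's reported number of genes with a log2 fold change of at least 2 and under 5 on OSX relative to glucose, outside PUL 43 and PUL 70, is 302. The number here is 167 loci at an adjusted p under 0.05, with loci of those PULs not set apart. Of the alternatives set before the data were examined, the number lay within 1.5 times the paper's with no p threshold (266), with only the groups compared (234), with the replicate block (229), with library size only (222), with the likelihood ratio test (208), without OSX replicate 2 (204) and with DESeq2 (203). It did not with upper quartile factors (179), all 24 libraries (172), RLE factors (163), no filter (162), a mean count of 10 or more (153) or a prior count of 2 (147), nor without OSX replicates 1 and 3 (100 and 118) or glucose replicates 1, 2 and 3 (108, 103 and 128). Without mRNA7, an alternative chosen after seeing the values, it was 247. How many of the paper's own genes each setting drops is not known, since the loci are not paired with them. No setting reached 302. The paper's number counts BXY genes and the numbers here count CW3 loci, and 0 identifiers match. Both may therefore not count the same set of genes, apart from any setting, and this was not tested.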

Other observations

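The tests of the OSX late-log libraries at 14 loci, of the excess in glucose replicate 3, of the runs of loci and of the counts against mapped reads were chosen after the values were seen. Those of depth, of the most abundant locus and of the splits were set beforehand.

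Other splits of the mid-log libraries were compared with the real ones. For OSX against glucose, citrus pectin against glucose and OSX against citrus pectin, the real split was the only 1 of 10 with as many genes called, as it was for the genes with a log2 fold change of 2 to 5 and over 5 on OSX. So few splits can never reach the 0.05 level, so this test leaves chance open by its design. For the 14 loci raised by more than 5 over both glucose and citrus pectin, the OSX late-log libraries argue against chance: all 14 were higher in each of them than in every other late-log library. Of the 21 loci raised by more than 5 over glucose, only these 14 were called higher on OSX than on xylose at late-log phase. For the others, chance stays open. For the 75 genes raised on both OSX and citrus pectin, 3 of 100 splits of the 9 libraries gave as many, the real one included, so the share is under 0.05. Another split gave more genes (126) than the real one. These splits shuffle OSX, citrus pectin and glucose together, so they test whether the libraries differ at all. They cannot decide whether the overlap is larger than separate responses to each substrate would give.

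The 21 loci above a log2 fold change of 5 on OSX may belong to a few gene clusters. They fell into 11 runs of consecutive locus numbers, the longest of 5 and 4 loci, and 15 of the 21 lay in runs of 2 or more. Random sets of 21 tested loci gave a median of 21 runs and never fewer than 18 in 10000 draws (permutation p = 1e-04, the smallest these draws can give). Locus numbers are taken here as their order on the genome, which the files do not state.

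At the 14 loci raised on OSX over both glucose and citrus pectin, glucose mid-log replicate 3 held a larger share of its counts than replicates 1 and 2 pooled, by a median ratio of 4.46 and at 14 of 14 loci. The excess was 0.681% of the OSX mid-log level over all 14 loci, and between 0.113% and 0.954% at single loci. A fixed share of reads from the OSX libraries may have reached this library. Around one share, the counts had a chi-square of 3.59 per degree of freedom against counting error, but the spread between replicate cultures is not in that error, so the share and a low expression of these loci in that culture cannot be told apart.

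The most abundant locus may collect stable RNA that the removal of rRNA left in the libraries. In the 12 libraries of Table S1 outside OSX late-log phase, its share of the counts rose with the share of reads that the paper's trimming and rRNA filtration removed. Pearson's r was 0.96 (permutation p = 1e-05, the smallest 100000 permutations can give, adjusted p = 1e-05 over 2 tests) and Spearman's rho was 0.98 (permutation p = 1e-05, adjusted p = 1e-05). Without the 2 libraries farthest from the median, r was 0.95. Within the 4 groups, r was 0.92 (one-sided permutation p = 0.0041). The files do not name the locus, and no biological explanation was tested.

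The 926 loci with 0 counts in every library do not come from low depth: from one random part holding 0.5 of the counts to all of them, 4.73% of the loci without counts gained one. They sit in 242 runs of consecutive loci, the longest of 66, where random placement gave a median of 752 and at least 710 (permutation p = 1e-04, the smallest 10000 draws can give). Regions of the reference that the sequenced strain lacks could give such runs, and so could clusters that are silent under all 8 conditions. The counts cannot tell these apart.

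Library totals exceeded the paper's mapped reads in 5 of the 15 libraries of Table S1, most in mRNA3, by a ratio of 1.39. Totals above the mapped reads argue against a table in which each mapped first read of Table S1 is counted at most once. No biological explanation applies.

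Across 3709 loci, which are not independent replicates, the deviation of mRNA7 from mRNA8 and mRNA9 had a correlation of 0.721 with the difference between OSX and xylose at late-log phase. The deviation of mRNA10 from mRNA11 and mRNA12 had a correlation of 0.582 with the same difference, and that of OSX mid-log replicate 1 from replicates 2 and 3 had one of 0.339. The deviations of mRNA7 and mRNA10 had a correlation of 0.668 with each other.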
